A study of Mus musculus with 8 samples. Its data were reported in "Systematic characterization of seed overlap microRNA cotargeting associated with lupus pathogenesis" (2022).

How the data were processed

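Total RNA from splenic pDCs of 4 Control and 4 IMQ mice was labelled with Hy5 and hybridized to Toray 3D-Gene miRNA arrays, a 1-colour platform. Mice were 7 to 9 weeks old when treatment of the ear began. IMQ mice received 1.25 mg of a 5% IMQ cream, applied 3 times weekly, Control mice received vaseline, and all were sacrificed at 4 weeks. Groups and replicate numbers were taken from the sample titles.

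The authors deposited 1 scanner output per array and a table of processed values. Per the file headers, the scanner output holds median spot intensity merged from scans at 3 gains, with no background subtracted. Each array has 3200 spots, of which 1900 are miRNA probes (12 of them name several miRNAs), 896 are blank, and the rest are control spots. A total of 3 miRNA spots carried a scanner quality flag and were set to missing. The authors' table also holds intensity on a linear scale. Set against the scanner values, each of its columns was a straight line (r = 1) of spot intensity minus the trimmed mean of the blank spots, scaled so that every column's median was 25, with values left empty at flagged spots and around the detection limit. On 3 arrays slightly more values were filled than probes exceeded the limit used here (1458 against 1455 at most), so the authors' exact limit for leaving a value empty stayed unknown. Its scale, centring and direction were known. The study's methods name GeneSpring and state no statistical test for the arrays.

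The design set beforehand called for subtraction of a separate background column. The scanner software gives a column under that name, but its values rose with the spot (Pearson r from 0.917 to 0.994 across miRNA probes within arrays) and equalled or exceeded the spot in 4.81% to 40.3% of spots brighter than the background range. The column was therefore not used as background, a change made after the columns were inspected and before any group comparison. Background was taken from the blank spots instead, after removal of the highest and lowest 5% of them. The spot intensity minus this trimmed blank mean was corrected with normexp (offset 50), transformed to log2 and quantile normalized between arrays. The offset shrinks the log2 change of dim probes. The column was run as an alternative, which is the design as first written.

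A probe was detected when its spot exceeded the trimmed blank mean by 2 SD and carried no flag, which corresponds to 3.35 to 4.01 intensity units above the blanks. The 1475 probes detected on all 4 arrays of at least 1 group were tested with limma's lmFit and eBayes (limma 3.58.1, R 4.3.3), with Benjamini-Hochberg adjustment and a threshold of 0.05. The study's rule of a 1.5-fold change was applied to the 1389 probes detected on all 8 arrays. Array-level measures were compared with exact 2-sided permutation tests, adjusted over 3 measures. Sets of at least 2 tested probes were tested with camera (preset correlation 0.01), with fry and an estimated correlation as alternatives. The lists and sets were written before the data were examined.

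The miRNAs named in the text followed a rule fixed at the same time. These are the 6 that the study's text names, up to 5 per direction past the adjusted threshold with groups that do not overlap or, with none, the 3 smallest p-values per direction, up to 5 per direction past the 1.5-fold rule, and the members of the immune, seed partner, red cell, and lymphoid and myeloid lists detected on all arrays of at least 1 group. A total of 5 listed probes did not meet that condition and were not tested.

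The alternatives were plain subtraction floored at 1, normexp with offset 10, median or 75th percentile scaling, no scaling, the authors' values, other detection filters, a limit of 3 SD, a trend in eBayes, the replicate number as a block, and each array left out in turn. Alternatives added after the data were seen are named in the closing section. The limma step was checked on simulated data, in which 200 of 1474 probes were changed in each of 20 runs of the IMQ and Control comparison. It recovered 91.5% of changes of 0.5 on the log2 scale and 98.6% of changes of 1, with 4.36% and 4.25% of calls false. With no change simulated, it made 0.1 calls per run. The changes were added on the normalized scale and to 200 probes at once. The shares recovered therefore do not cover a case with few changed probes or the shrinkage of dim probes by the offset. In sets with no change, camera gave an unadjusted p under 0.05 in 8% of cases. The simulated probes were drawn independently, whereas the real family miRNAs tended to move together. The 8% therefore does not carry over to the real sets.

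Names of miRNA genes and their neighbours came from a GRCm38.p6 annotation table. Probe and target sequences were not analysed here.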

Results

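MicroRNA (miRNA) levels were measured in plasmacytoid dendritic cells (pDCs), the immune cells that release type I interferon after sensing nucleic acids through Toll-like receptors. The cells were purified from spleens of female FVB/NJcl mice with a lupus-like disease induced by imiquimod (IMQ), a TLR7 agonist rubbed on the ear as a cream, and from spleens of mice that received vaseline. There were 4 Control and 4 IMQ samples, each hybridized to 1 array, all from mice sacrificed at 4 weeks. The comparison asks which pDC miRNAs differ between IMQ and Control mice.

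Each array carried 1900 miRNA probes with 1 spot per probe. A probe was counted as detected when its spot exceeded the array's blank spots by 2 SD. Between 1455 and 1603 probes were detected per array, with 1541 ± 58.6 (SD, n = 4) on Control arrays and 1553 ± 43.0 (SD, n = 4) on IMQ arrays, a difference within the spread (exact 2-sided permutation test, p = 0.771). The median raw intensity of the miRNA probes was 99.5 ± 6.52 on Control and 97.3 ± 7.46 on IMQ arrays (exact permutation p = 0.629). The blank level was 65.2 ± 0.8998 on Control and 65.0 ± 0.368 on IMQ arrays (exact permutation p = 0.657). All 3 measures had a Benjamini-Hochberg adjusted p of 0.771. Pearson correlations between arrays, taken across probes that are not independent replicates, ranged from 0.983 to 0.997. The 4 Control arrays shared 1 slide and the 4 IMQ arrays shared another, so slide and group cannot be told apart in any comparison below. With 4 arrays per group, the number of arrays limits the precision, and an exact test of a single value cannot go below p = 0.0286.

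Of 1475 probes detected on all arrays of at least 1 group, 0 passed an adjusted p of 0.05 in limma (smallest adjusted p = 0.190). At an unadjusted p under 0.05, 143 probes differed, 95 higher and 48 lower in IMQ, where 73.75 are expected by chance. The groups did not overlap at 76 probes, or 5.15%, against 2.86% by chance. The count of adjusted calls was 0 under the alternatives that kept all arrays and moved most when IMQ replicate 4 was left out, to 2. With the scanner's background column, which the design had named at first, limma gave 0 calls and 9 probes at an unadjusted p under 0.05. No direction had a probe past the threshold, so the 3 smallest p-values in each direction are named here as not passing. On the normalized log2 scale, the higher ones were miR-7059-5p (0.25), miR-7057-5p (0.42) and miR-6364 (0.39), each with a limma adjusted p of 0.190. The lower ones were miR-3102-5p (-0.53, limma adjusted p = 0.195), miR-711 (-0.46, 0.225) and miR-1904 (-0.19, 0.290). The groups did not overlap at any of these 6 probes. With the scanner's background column, miR-6364 was lower (-0.039).

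The study followed up miR-148a-3p and miR-128-3p. Besides the array, it reports lower levels of both in pDCs of IMQ mice by qRT-PCR and by small RNA sequencing. Those measurements were not examined here, and the values below concern the array alone. In the GRCm38.p6 annotation, miR-128 has 2 genes, Mir128-1 within R3hdm1 on chromosome 1 and Mir128-2 within Arpp21 on chromosome 9. Mir148a is a single gene on chromosome 6, overlapped by Gm38821 and lying between the protein-coding genes Npvf and Nfe2l3. The array has 1 probe for miR-128-3p (MIMAT0000140) and 1 for miR-148a-3p (MIMAT0000516). The genome build behind the probes is not named by the files, so no positions are given.

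The blank-subtracted intensity of miR-128-3p was 18.1 ± 14.5 (SD, n = 4) on Control arrays and 9.23 ± 4.49 (SD, n = 4) on IMQ arrays. Its normalized log2 signal was 6.22 ± 0.24 in Control and 6.06 ± 0.053 in IMQ, a change of -0.16 (SE 0.11). With all arrays, this difference was within the replicate spread (limma adjusted p = 0.641, exact permutation p = 0.257). The highest Control value, 38.6 on replicate 1, was more than double the next, and without that array the change was -0.051. Without Control replicate 3 it was -0.23 and the groups did not overlap (limma adjusted p = 0.603, exact permutation p = 0.0286, the smallest 7 arrays can give). The blank-subtracted intensity of miR-148a-3p was 27.003 ± 9.79 (SD, n = 4) on Control arrays and 14.8 ± 7.02 (SD, n = 4) on IMQ arrays. Its normalized log2 signal was 6.39 ± 0.13 in Control and 6.18 ± 0.081 in IMQ, a change of -0.21 (SE 0.072). The change did not pass the threshold (limma adjusted p = 0.415, exact permutation p = 0.0571), and 1 of the IMQ values lay within the Control range. The size of both changes depended on the background correction. With the blank-subtracted signal floored at 1, the change was -0.82 for miR-148a-3p and -0.70 for miR-128-3p. With the scanner's background column it was -0.00081 for miR-148a-3p and -0.012 for miR-128-3p. Over all alternatives, the limma adjusted p ran from 0.195 to 0.999 for miR-148a-3p and from 0.440 to 0.999 for miR-128-3p.

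Both probes were dim. The brightest kind of negative control spot had array medians of 21.6 to 49.95 above the blanks. Each of the 2 miRNA probes exceeded that level on 1 of 8 arrays. Another kind of negative control spot had array medians of 9.83 to 17.3, which miR-128-3p exceeded on 3 arrays and miR-148a-3p on 6. The remaining kind had array medians of -1.07 to 1.84, which both probes exceeded on all 8 arrays. Both probes were also detected on all 8 arrays.

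**Figure D1:**
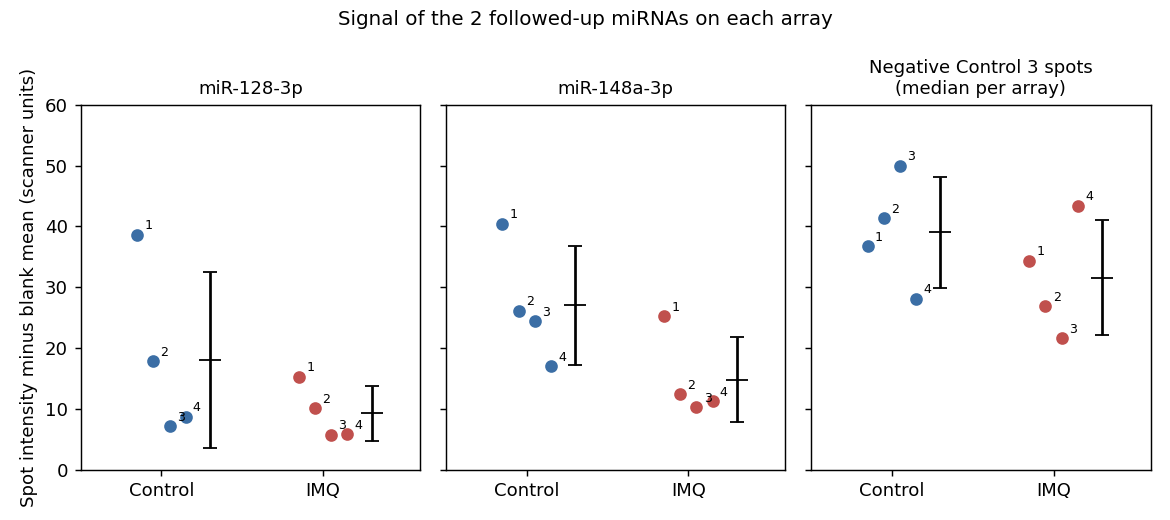
Blank-subtracted spot intensity (vertical axis, scanner units) of miR-148a-3p, miR-128-3p and the brightest kind of negative control spot on each Control and IMQ array, with replicate numbers beside the points and the mean ± SD of 4 arrays as a bar. The miR-128-3p points lie between 5.73 and 38.6 and the miR-148a-3p points between 10.3 and 40.4, around or below the negative control spots at 21.6 to 49.95.

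The other miRNAs that the study's text names from its array were all lower in IMQ, and none passed the threshold. The change was -0.46 for miR-6240 (limma adjusted p = 0.556), -0.32 for miR-7662-3p (0.489), -0.43 for miR-670-5p (0.764) and -0.14 for miR-488-5p (0.782). The change of miR-670-5p rested on Control replicate 4 and became 0.085 without it. The change of miR-488-5p rested on Control replicate 3 and became 0.033 without it. With the scanner's background column, miR-6240 (1.01) and miR-488-5p (0.010) were higher in IMQ. Adjusted over the list alone, 0 of the 6 named miRNAs passed (smallest adjusted p 0.109), and since the study chose this list on the same samples, that value is not independent evidence.

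The study's selection rule was a fold change above 1.5 among miRNAs detected in all samples. Applied to the normalized values of the 1389 probes detected on all 8 arrays, the rule kept 1 higher probe, miR-7077-5p (0.69 on the log2 scale), and 1 lower probe, miR-135a-1-3p (-0.73). The groups overlapped at both, and neither passed limma (adjusted p = 0.304 and 0.568). The change of miR-7077-5p was -0.0085 with the scanner's background column. The count moved most with the scanner's background column, to 10 higher and 14 lower probes. On the authors' deposited values, a ratio of linear group means kept 13 higher and 8 lower probes, among them miR-148a-3p at 0.591 times and miR-128-3p at 0.543 times Control. The groups did not overlap at 4 of these 21 probes, where chance gives 2.86% of probes chosen without regard to their change. In the limma fit on the normalized values, whose offset shrinks changes of dim probes, 0 of the 21 passed (8 had an unadjusted p under 0.05). Limma on the authors' values gave 0 calls too (smallest adjusted p 0.622). The mean intensity of 15 of the 21 was under the mean of the brightest negative control spots, 35.3, against 33.2% of the 1389 probes.

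Fixed lists gave 0 limma calls, both over all probes tested and adjusted over the list alone, with 2 probes at an unadjusted p under 0.05, miR-21a-5p and miR-146a-5p. Of 6 immune-related probes tested, 5 were lower in IMQ (changes from -0.36 for miR-21a-5p to 0.047 for miR-155-3p). The other immune probes were miR-146a-5p (-0.27), miR-142a-3p (-0.17), miR-142a-5p (-0.32) and miR-126a-3p (-0.080). All 6 probes tested that share a seed with miR-148a-3p or nearly share one with miR-128-3p, or are named miR-130a-3p, miR-130b-3p or miR-301a-3p, were lower by a small amount (-0.17 for miR-27a-3p to -0.066 for miR-148b-3p). All 4 lymphoid and myeloid probes, miR-223-3p, miR-150-5p, miR-181a-5p and miR-181b-5p, were lower (-0.31 to -0.20). Of the red cell probes tested, miR-451a was lower (-0.41) and the probe shared by miR-486a-5p and miR-486b-5p was about level (0.025). The smallest limma adjusted p over these lists was 0.444. The directions of miR-126a-3p, miR-130b-3p, miR-148b-3p, miR-301a-3p and miR-486a/b changed with the scaling, and those of miR-142a-5p, miR-146a-5p, miR-155-3p, miR-21a-5p, miR-223-3p and miR-27b-3p with the scanner's background column. Without Control replicate 1, miR-130a-3p (0.039), miR-130b-3p (0.015), miR-223-3p (0.020) and miR-451a (0.0076) were no longer lower, and miR-451a was also higher without IMQ replicate 3 (0.047). The miR-486a/b change was negative without Control replicate 4 (-0.020) and without IMQ replicate 1 (-0.0069).

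**Figure D2:**
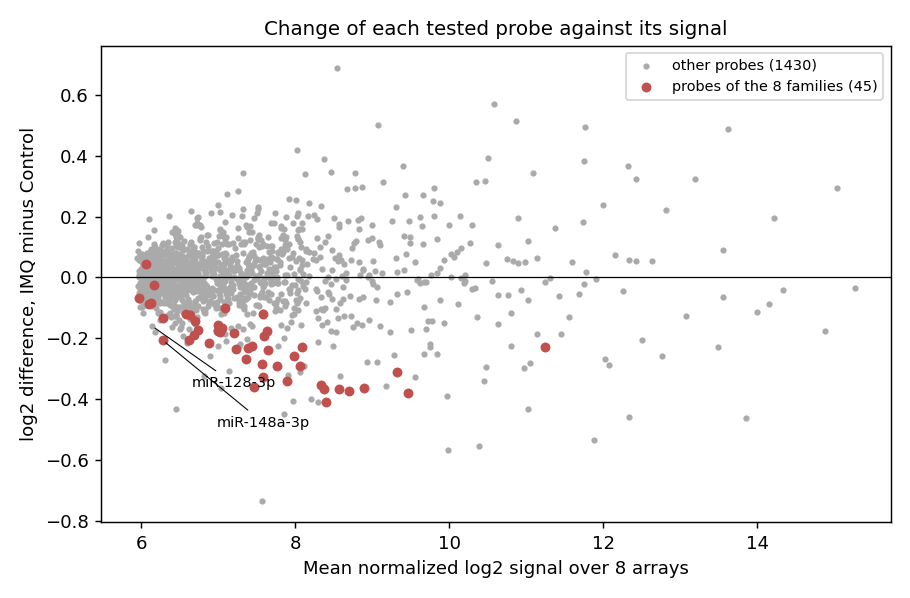
Log2 difference between IMQ and Control (vertical axis) against mean normalized log2 signal over 8 arrays (horizontal axis) for the 1475 probes tested, 1 point per probe, with the 45 probes of the 8 family sets in red and the other 1430 in grey. A total of 44 of the 45 family probes lie below 0, a number that was 40 with 75th percentile scaling and 21 with the scanner's background column.

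A total of 8 sets of related, broadly expressed miRNAs (let-7, miR-17/92, miR-15/16, miR-29, miR-30, miR-148/miR-152, miR-23/27/24 and miR-181) were tested as groups. With limma's camera test at a preset inter-gene correlation of 0.01, all 8 sets were lower in IMQ (adjusted p from 0.00333 to 0.0456). The median changes ran from -0.35 for let-7 (9 of 9 probes lower) to -0.14 for miR-148/miR-152 (2 of 2 probes lower). The miR-148/miR-152 set holds miR-148a-3p, which the study chose on these same arrays, and miR-148b-3p. The latter was near the detection limit, at 1.85 to 8.37 above the blanks, so this set is no independent evidence. Of the 45 family probes, 44 were lower in IMQ, compared with 46.9% of the other 1430 probes. This number was 42 with median scaling, 40 with 75th percentile scaling, 44 with no normalization, and 43 of the 43 that the authors' values cover, but 21 with the scanner's background column. With that column, whose values follow the spot, 5 of 8 sets were lower and 0 passed camera. None of the 8 calls held under fry (smallest adjusted p 0.0682) or under camera with an estimated correlation (smallest adjusted p 0.344). Taken per array, the median of all family probes was 7.47 ± 0.32 (SD, n = 4) in Control and 7.26 ± 0.33 (SD, n = 4) in IMQ, a difference of -0.22 within the spread (exact permutation p = 0.371). Without Control replicate 1 that difference was -0.059 and 0 sets passed camera, and without IMQ replicate 4 it was -0.13 and 0 sets passed. Only 1 set passed without IMQ replicate 3 and 5 passed without IMQ replicate 2. Without IMQ replicate 1 the difference was -0.37 and 8 sets passed (exact permutation p = 0.0571). Without the first array of both slides it was -0.21 and 8 sets passed (exact permutation p = 0.1, the smallest 6 arrays can give).

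**Figure D3:**
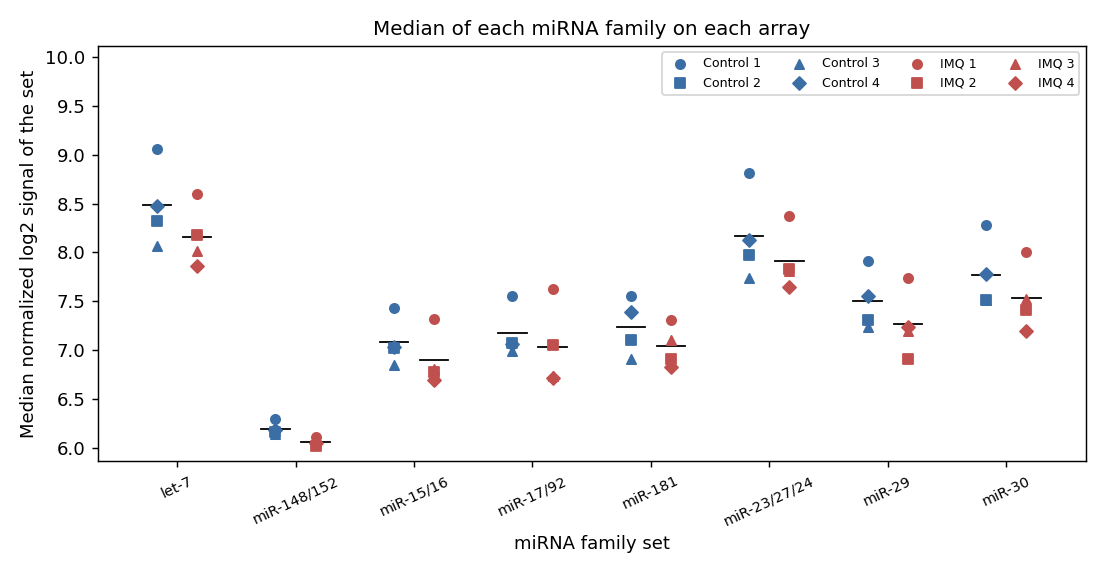
Median normalized log2 signal (vertical axis) of each of the 8 miRNA family sets (horizontal axis) on each array, with Control in blue, IMQ in red, a marker shape for each replicate number and a line at each mean of 4 arrays. Replicate 1 is the highest array of its group in every set shown. The groups overlap in every set except miR-148/miR-152, whose 2 probes include miR-148a-3p. The order of the groups reversed in 3 sets with the scanner's background column.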

Values the study reported

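For its array list, the study asked for a change of more than 1.5-fold and left out miRNAs that any of the arrays missed. The RNA integrity number of arrayed samples exceeded 8.0.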

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

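All tests of explanations in this part were chosen after the results were seen. Of 88 groups of 4 arrays examined, 10 had 1 array far from the other 3, where chance alone gives about 4.4, and groups of correlated miRNAs are not independent. The measure is the gap between the extreme array and its nearest neighbour, divided by the range of the group.

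On the first array of each group, 6 of the 10 fell. In Control replicate 1, miR-130a-3p (gap 0.935 of the range), miR-150-5p (0.832), miR-6240 (0.998) and the miR-17/92 set (0.862) were higher than on the other Control arrays. In IMQ replicate 1, miR-6240 (0.837) and the miR-15/16 set (0.831) were higher than on the other IMQ arrays. For miR-6240, quantile normalization gave the other 3 Control arrays nearly 1 value (13.96 to 13.97). Their blank-subtracted intensities ran from 14508 to 20384, against 22348 on replicate 1. On the authors' values, which are scaled by the median and not quantile normalized, replicate 1 was apart too, at 10640 against 8075 to 8395. The gap of miR-6240 in Control therefore does not rest on quantile normalization alone. The median of all family probes was 7.93 on Control replicate 1 and 7.74 on IMQ replicate 1, and at most 7.40 on the other arrays. A rise in labelling or scanning shared by all probes is argued against. Quantile normalization removes such a rise, and the lower of these 2 arrays still stayed 0.34 above the highest other array. A rise that differs between probes is not removed and stays open. Control replicate 1 and IMQ replicate 1 both held the first position on their slide. After each group's mean was taken off each probe, these 2 arrays had a correlation of 0.636, rank 1 of the 16 pairs of arrays across groups (next 0.397), and the pairs at the other positions had -0.0017, 0.0083 and 0.10. An effect of the array position on the slide cannot be told apart from chance or from a difference between the samples, because only 2 arrays hold the first position and the pair was singled out after its values were seen. No biological explanation was tested, as the labels give no difference between these mice and the others.

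The remaining 4 fell on single probes of other arrays. MiR-670-5p was high on Control replicate 4 (gap 0.960 of the range), with a blank-subtracted intensity of 192.0 against 11.5 to 18.6 on the other Control arrays. MiR-135a-1-3p was high on IMQ replicate 4 (0.887), at 275.7 against 41.9 to 69.0. MiR-7662-3p was high on the same array (0.963), at 71.7 against 22.7 to 43.1. MiR-711 was high on Control replicate 3 (0.841), at 8526 against 5023 to 6099. A smear over neighbouring spots is argued against, since 0 of the 4 spots had neighbours raised past the limit set for the test. The neighbours of miR-711 came closest to it, at percentile 95.9 of their array. A flaw in the single spot and a difference in the 1 sample both stay open, because each probe has 1 spot per array.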

How the results depend on the processing

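The tests with the background column of the scanner software, with the first array of both slides left out, with the authors' values and a ratio of linear means, and of the family sets with 75th percentile scaling were chosen after the data were seen. The background column had been named in the design, and the blank spots took its place because its values follow the spot, so that its subtraction takes away signal by construction. The slide as a block was not run, since each slide holds 1 group.

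The count of limma calls was 0 under every alternative except those with arrays left out. It was 1 (miR-6240, change -0.54, adjusted p 0.0238) without the first array of both slides, where quantile normalization gave it nearly 1 value on the Control arrays (13.87 to 13.88) because it held rank 7 from the top on each, although its blank-subtracted intensity ran from 14508 to 20384. On the authors' values, which are not quantile normalized, these Control arrays were close too (8075 to 8395). The IMQ arrays kept in that fit had 4087 to 5858, and IMQ replicate 1, which was left out, had 9384. The close Control values therefore do not rest on the tied ranks alone. The ties narrow them further, so the small p is no exact measure of how replicates vary. The count was 0 to 2 with 1 array left out in turn. The 2 calls, miR-3102-5p and miR-6944-5p (both adjusted p 0.0388), came without IMQ replicate 4, and miR-6944-5p was named after its values were seen. The smallest adjusted p ran from 0.0238 to 0.999 over the alternatives. The number of probes at an unadjusted p under 0.05 was 143, and fell to 15 with no normalization and to 9 with the background column. It was 89 without IMQ replicate 2. With median scaling, 55.6% of these probes were higher in IMQ, and with no normalization 6.67%, against 95 of 143 in the reported fit. The cause was not tested.

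The changes of miR-148a-3p and miR-128-3p kept their negative sign and stayed above the threshold under every alternative. The change of miR-128-3p ran from -0.70 with plain subtraction to -0.012 with the background column, and that of miR-148a-3p from -0.82 to -0.00081 under the same choices. Over all alternatives, the adjusted p ran from 0.440 (replicate block) to 0.999 for miR-128-3p and from 0.195 (replicate block) to 0.999 for miR-148a-3p. With 1 array left out, they ran from -0.23 to -0.051 and from -0.24 to -0.14.

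The 1.5-fold rule depended on the processing. Higher and lower probes, 1 and 1 as reported, were 5 and 13 with plain subtraction, 2 and 2 with offset 10, 0 and 8 with no normalization, 11 and 11 with the authors' values, 13 and 8 with these and a ratio of linear means, and 10 and 14 with the background column. The lower count was 4 with median scaling, 4 with 75th percentile scaling, 2 without the first array of both slides and 2 with a ratio of linear means. With 1 array left out, the higher count ran from 0 to 4 and the lower from 0 to 6, both were 0 without IMQ replicate 2, and at least 1 of the 2 counts changed whichever array was left out. Plain subtraction and the authors' values have no offset, which by its construction shrinks the change of dim probes. The cause of the other shifts was not tested.

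The number of family sets past camera's threshold, 8 as reported, was 2 with no normalization, 0 under fry, 0 with an estimated correlation and 0 with the background column, where let-7 (0.067), miR-17/92 (0.011) and miR-23/27/24 (0.010) reversed. It was 6 with median scaling, 7 with 75th percentile scaling, 7 of 7 with the authors' values, and 8 without the first array of both slides. With 1 array left out it ran from 0 to 8, with 0 without Control replicate 1, 0 without IMQ replicate 4, 1 without IMQ replicate 3 and 5 without IMQ replicate 2. Apart from the background column, the median of every set tested stayed lower in IMQ in each of these alternatives. The estimated correlation lets probes of a set move together, which the preset value of 0.01 hardly does.

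The replicate block gave 0 limma calls (smallest adjusted p 0.122), 211 probes at an unadjusted p under 0.05, 8 family sets, -0.16 for miR-128-3p and -0.21 for miR-148a-3p. In exact sign-flip tests, where 4 pairs cannot go below p = 0.125, the array-level differences of 11.75 detected probes, -2.23 in median signal and -0.22 in blank level did not pass either. After each group's mean was taken off each probe, correlations between arrays of the same number were 0.64, -0.0017, 0.0083 and 0.10, so the numbers were not treated as pairs.

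With 1 array left out, the difference in detected probes ran from -16.9 to 28.7, in median raw signal from -5.10 to 1.03, and in blank level from -0.49 to 0.091, all within the spread. The sign changed for detected probes without Control replicate 4 (-16.9) or IMQ replicate 1 (-5), for median raw signal without Control replicate 3 (0.19) or IMQ replicate 3 (1.03), and for the blank level without Control replicate 2 (0.091).

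Of 670 values for 32 named miRNAs under the alternatives, 642 kept their direction. With 75th percentile scaling, miR-126a-3p (0.026), miR-130b-3p (0.0090), miR-148b-3p (0.046) and miR-301a-3p (0.016) reversed, and with median scaling miR-148b-3p (0.0088) did. With no normalization, miR-486a/b was -0.085. With the background column, reversed values were 0.0072 for miR-126a-3p, 0.049 for miR-142a-5p, 0.0039 for miR-146a-5p, -0.00091 for miR-155-3p, 0.0098 for miR-21a-5p, 0.057 for miR-223-3p, 0.010 for miR-27b-3p, 0.0029 for miR-301a-3p, -0.032 for miR-486a/b, 0.010 for miR-488-5p, 1.01 for miR-6240, -0.039 for miR-6364 and -0.0085 for miR-7077-5p. With 1 array left out, the range crossed 0 for miR-130a-3p (-0.18 to 0.039), miR-130b-3p (-0.14 to 0.015), miR-223-3p (-0.40 to 0.020), miR-451a (-0.87 to 0.047), miR-488-5p (-0.23 to 0.033), miR-670-5p (-0.62 to 0.085) and miR-486a/b (-0.020 to 0.069). The cause was not tested. Signal over background limits the dim probes. A share of 33.2% of the probes detected on all arrays had a mean under that of the brightest negative control spots.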

Other observations

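The test of miR-128-3p against the family miRNAs was set before its result was seen, and all other tests in this part were chosen after their results were seen. The arrays can be parted 4 against 4 in 35 ways, the real one included. As many probes at an unadjusted p under 0.05 came from 6 of the 35, as many probes past the 1.5-fold rule from 16 on the normalized values and from 16 on the authors' values, and as many family sets from 3. Chance could therefore not be excluded for any of these counts. The first array of both slides stayed together in 5 of the 6 splits for the unadjusted p and in 2 of the 3 for the family sets. Among the 20 splits that parted these arrays, the real one was the only split with as many, for both counts. On the authors' values, the splits that kept the first array of both slides together gave 20 to 86 probes, and those that parted them, as the real one does, gave 7 to 22, with 21 in the real split.

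The family miRNAs tended to move together. Within groups, the deviations of the 8 set medians had a mean pairwise correlation of 0.893, whereas 1000 draws of random sets with like signal gave a median of 0.023 and at most 0.461 (permutation p = 0.001, the smallest these draws can give). Without the first array of both slides the mean correlation was 0.498, with 2 of 28 pairs of sets negative and at most 0.448 in 1000 random draws (permutation p = 0.001), so a large part of it rested on those arrays. A candidate explanation for the lower family miRNAs in IMQ is therefore 1 factor per array that shifts all of them, so that the 8 sets are not independent observations. The scaling between arrays stays open. All 7 sets that could be tested on the authors' values were lower, as were 8 of 8 with median scaling, 75th percentile scaling and no normalization, but only 2 passed camera with no normalization. The family median per array differed by -0.35 on the authors' values, within the spread (exact permutation p = 0.429). The choice of background was not tested as an explanation, because the scanner's background column follows the spot. Fewer red cell RNAs in the IMQ preparations stay open. The lymphoid and myeloid probes, of which 2 of 4 also belong to a family set, changed by -0.26 per array (exact permutation p = 0.457), and the 2 red cell probes by -0.19 (exact permutation p = 0.657), so neither list moved beyond its spread. The blank-subtracted intensity of miR-451a, a red cell miRNA, was 319.3 ± 277.2 (SD, n = 4) in Control and 244.3 ± 281.1 (SD, n = 4) in IMQ, with 706.7 and 655.2 on the first arrays and at most 292.0 on the others, and the sign of its log2 change depended on single arrays (0.0076 without Control replicate 1, 0.047 without IMQ replicate 3). The slide stays open too and cannot be told apart from the treatment, as 0 slides held both groups. An effect of IMQ on these miRNAs was not tested apart from the slide.

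Whether the lower miR-128-3p and miR-148a-3p belong to this shared movement stays open. Both probes lie near the level of the brighter kinds of negative control spots, and neither raw difference was beyond its spread. On the blank-subtracted log2 scale, miR-128-3p fell by 0.76 (exact permutation p = 0.257) and miR-148a-3p fell by 0.90 (exact permutation p = 0.0857). After the array's median of the other family probes was taken off, the difference was -0.25 for miR-128-3p (66.5% removed, exact permutation p = 0.543) and -0.40 for miR-148a-3p (55.9% removed, exact permutation p = 0.0286, the smallest 4 against 4 arrays can give). No p was corrected for the choice of these miRNAs, which the study made on the same arrays. Nonspecific signal shared with the negative control spots stays open for both probes on these arrays. The study's qRT-PCR and small RNA sequencing of the 2 miRNAs do not depend on these spots and were not examined here. The brightest of these spots changed by -0.33 on the log2 scale (exact permutation p = 0.286), less than either probe and within their own spread. The slide cannot be told apart from the treatment for these 2 miRNAs either, with 0 slides that held both groups.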
